A study of Rattus norvegicus with 20 samples. Its data were reported in "Tp63-expressing adult epithelial stem cells cross lineages boundaries revealing latent hairy skin competence" (2020).

How the data were processed

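Gene expression was measured in epithelial cells cultured from oral mucosa, vagina, esophagus, footpad and trachea of Sprague-Dawley rats that express the enhanced green fluorescent protein (EGFP) in all cells. Per the labels and the study's methods, the tissues were dissociated with trypsin and the cells were grown on irradiated mouse 3T3-J2 fibroblasts as a feeder layer. The cells were then placed in the skin of newborn mice, grafted onto nude mice, and later recovered from the grafts and cultured again. Each group has 2 cultures, from which cells positive for EGFP were taken by sorting. The sort would leave out mouse feeder cells but not rat cells of another type. Total RNA was extracted with a column kit, and 100 ng per array was amplified, labeled and hybridized to Affymetrix Rat Gene ST whole-transcript arrays. Whisker and thymus cells were not analysed here.

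The deposited table holds 1 log2 value per probe set and array, made by the authors with RMA in Affymetrix Expression Console. RMA corrects the background, brings the arrays to the same distribution by quantile normalization and summarizes the probes of a set by median polish. The versions of both tools, the annotation build and the set of arrays that RMA was run with are not given in the sources used here. The table covers 20 arrays in 10 groups of 2, and every value column was matched to a sample. The 29215 probe sets have values from 1.52 to 14.0, and array medians lie between 5.31 and 5.55. The file gives no detection call, so it is not known which values lie above background. The precision is limited by the number of arrays. Groups were taken from the tissue named in the labels and from whether the label says that the cells had been recovered from grafts. The sample titles also carry Roman numerals, and further codes after transplantation, which the labels do not explain and which were not used. The numerals differ between the stages in every tissue but vagina. The study writes passages in Roman numerals. If these are passages, after versus before also holds a difference of passage in those tissues, which was not tested.

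Probe sets were named through the platform annotation given with the data. Of all probe sets, 15310 had exactly 1 gene symbol, 323 had several and were not named, and 13582 were unnamed here. The gene IDs of 15279 of the named probe sets were found in a RefSeq gene table of the GRCr8 assembly, which changed 0 symbols. That table was used for names alone, and no coordinates are given because the build behind the array annotation is not given in the sources used here. For each of the 14506 symbols, the probe set with the highest mean over the 20 arrays was used.

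After versus before transplantation was tested in each tissue with limma (lmFit and eBayes, version 3.58.1, with statmod 1.5.0, in R 4.3.3) on the log2 values. All 10 groups were fitted together without further terms, which gave 10 residual and 3.64 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe set was counted as higher or lower where the adjusted p was under 0.05 and the fold over 2, which are the thresholds the study states. The same fit gave the response of each tissue minus the mean response of the other 4, an F test over all differences of response between tissues, and each tissue against the mean of the other 4 before and after transplantation. Differences among the 5 tissues at each stage were tested by an F test with a largest pairwise fold over 2. The mean response over the 5 tissues was tested with limma on the 10 group means with tissue as a block, so that its error is the spread between tissues and not that between duplicate cultures. Counts of probe sets in the same direction in several tissues, and of markers that passed the test at both stages, are set beside the number that independent lists of those lengths would share. The arrays compared in those counts do not overlap, but the calls come from 1 fit with a common spread for each probe set. Lists can therefore share more than independent lists would, and that number is a reference and not a level of chance. Markers of a tissue before were shared with the lists of other tissues after at 2.71 to 41.2 times independent lists.

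Distances between groups are Euclidean distances between group means over all probe sets, and distances between duplicates are those between single arrays. The change along the first principal component was tested by a two-sided exact sign-flip test with 32 flips over the 5 tissues. Whether recovered cells resemble their own origin was tested on the deviation of each tissue from the mean of the 5 tissues at the same stage. The mean of the 5 Pearson correlations between the own before and after deviations was compared with all 120 matchings of before with after tissues in a one-sided exact permutation test. These correlations run across probe sets, which are not independent replicates.

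Gene lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 32 lists within a comparison, and once more with the correlation estimated from the data. The lists covered transcription factors of the hair follicle, hair follicle stem cell markers, genes of the hair matrix and shaft, sebaceous gland genes, epidermal differentiation, basal layer, mucosal, airway and simple epithelium genes, homeobox cluster genes and other regional transcription factors. They also covered the Wnt, Notch, BMP and TGF-beta, hedgehog and ectodysplasin, prostaglandin and retinoid pathways, the cell cycle, senescence, the interferon response, cholesterol synthesis, hypoxia and glycolysis, immediate early and heat shock genes, and glutathione and oxidant response genes. Markers of fibroblasts, immune cells, melanocytes, endothelium, and glia and muscle stood for other cells a culture could hold, and 3 genes used by the study as normalizers were added. A pair of lists held genes that the study had named as lower or higher in all non-hairy cells than in whisker cells before transplantation, chosen partly on these arrays. A list of sex-linked genes had 1 measured member and was not tested.

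Named genes follow a fixed rule. Symbols of predicted or non-coding transcripts and of olfactory or vomeronasal receptors were left out, which left 14241 genes. Named genes were taken from the 5 largest rises and 5 largest falls in each tissue, the 10 largest differences in each direction for the trachea against the other 4 tissues, the 5 highest markers of each tissue before transplantation, up to 4 members of a gene list, and 34 genes discussed by the study. Of these 34, 27 had a probe set of their own. The others, among them Sox9, Krt5, Spink5, Flg and Loricrin (listed under both of its symbols), had none and are not analysed here. The samples, tests, gene lists, naming rule and alternatives were fixed before the data were examined, except where an alternative is said to have been added later.

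The tests were tested on simulated data made from the real levels and spread of all 29215 probe sets, with 100 probe sets changed 3-fold and 100 changed 6-fold. After versus before recovered 96% and 99% of them, the response against the other 4 tissues 95% and 99%, the F test of the response 86% and 98%, the mean response 90% and 94%, and the same direction in 5 tissues 91% and 99%. Differences among tissues were recovered in 94% and 100% before and in 97% and 99% after. At most 9 unchanged probe sets were called in any of these, while the F test of the response called 10816 in the real data. The simulated data therefore did not hold the differences between the real groups, and recovery in their presence was not tested. A simulated share of kept markers of 50% was estimated as 50%.

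Alternatives were a replicate number as a block, the values without the 40% of probe sets with the lowest mean, centring of each array on its median, a second quantile normalization, a trended and robust prior, array weights, a fold over 1.5, a single probe set per symbol, fits of only the 4 arrays of a tissue, a fit of the mean response on all 20 arrays, the spread between the other 4 tissues as the error, and leaving out each array or tissue in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.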

Results

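Expression was measured on 20 arrays of cultured rat epithelial cells from 5 tissues that carry no hair, namely oral mucosa, vagina, esophagus, footpad and trachea. Each tissue had a group of 2 arrays of cells cultured before transplantation and a group of 2 arrays of cells recovered from grafts in mouse skin and cultured again. Values are log2 RMA values of 29215 probe sets, so a difference of 1 is a 2-fold difference. Duplicates correlated with a Pearson's r of 0.991 to 0.996 across probe sets, and the SD of their difference was 0.210 to 0.328. Levels are given as mean ± SD with 2 arrays per group, and changes as after minus before ± SE of limma's fit. Genes are said to have risen or fallen where limma's adjusted p was under 0.05 and the fold over 2. These p-values measure only the spread between duplicate cultures, not that between animals or grafts. In a gene list, the number of members past the test was the same adjusted over the list alone as over all probe sets, unless a second number is given.

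The first question was how large the change after transplantation was beside the differences between tissues. Cells of the footpad changed most, with a distance of 95.2 between their group means before and after, followed by oral mucosa with 75.4, vagina with 68.9, trachea with 56.1 and esophagus with 52.6. The mean of these 5 distances was 69.7 ± 17.0 (SD, n = 5), while tissues lay 68.4 apart on average before and 72.7 after transplantation. Duplicates lay 41.1 apart, a distance between single arrays. Means of 2 arrays vary less, so 41.1 is above the distance that this spread alone would give between group means. Recovered esophagus and trachea cells lay nearest to their own culture before transplantation. Recovered oral mucosa and vagina cells lay nearer to footpad cells before transplantation (55.5 and 58.6) than to their own, and recovered footpad cells lay nearest to esophagus cells (87.2). After transplantation the footpad group stood apart, with a mean distance of 84.4 to the other 4 tissues against 66.3 to 74.1 for the others, and vagina and esophagus lay closest together (42.4). The first component held 22.2% of the variance and the second 20.9%. Along the first component footpad and trachea moved by 75.5 and 15.9, and oral mucosa, esophagus and vagina by −35.8, −23.2 and −19.9. The mean of 2.50 ± 45.1 (SD, n = 5) along this component did not differ from 0 (two-sided exact sign-flip test, p = 1, smallest possible p 0.0625). Along the second component all 5 tissues moved in the same direction, with each array after above each array before. In trachea the arrays went from −26.9 and −29.7 to −12.6 and −13.2, and in vagina from −29.4 and −33.2 to 19.3 and 20.2. This shift was not tested, and such a test could not give a p under 0.0625.

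**Figure D1:**
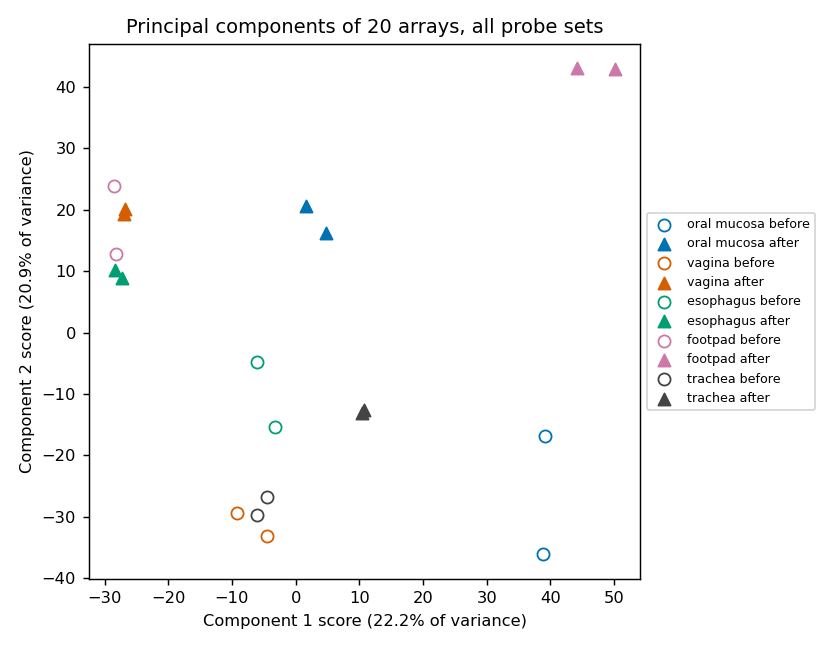
First (22.2% of the variance) against second (20.9%) principal component of all probe sets for the 20 arrays, with open circles before and filled triangles after transplantation and 1 color per tissue. The 2 footpad arrays after transplantation lie at the right end of the first component, away from the footpad arrays before.

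Which genes changed in each tissue was asked next. The counts of probe sets past limma's test differed widely, from 314 in esophagus (151 higher, 163 lower) through 403 in trachea (145 and 258), 646 in vagina (156 and 490) and 1066 in oral mucosa (438 and 628) to 2022 in footpad (1250 and 772). With each array centered on its median, the median change of all probe sets in oral mucosa moved from 0.05 to −0.09, and the split there was 349 higher and 828 lower.

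**Figure D2:**
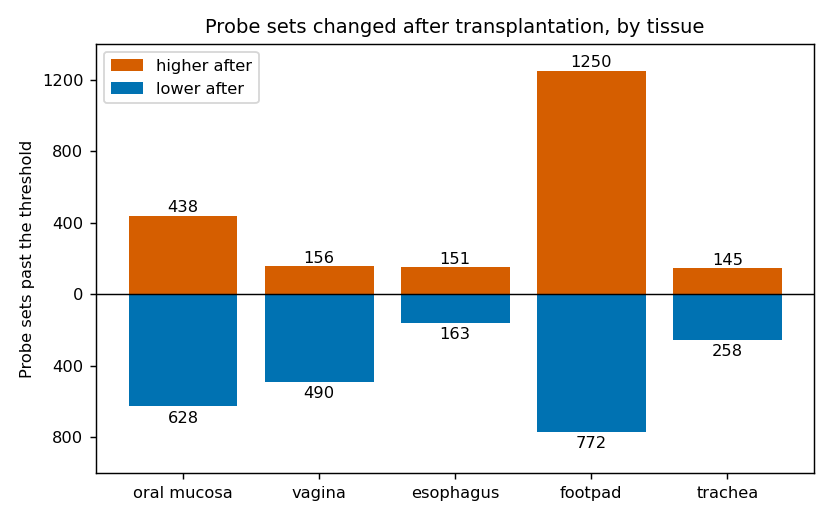
Number of probe sets higher (upward bars) and lower (downward bars) after than before transplantation in each tissue, at a limma adjusted p under 0.05 and a fold over 2, from 4 arrays per tissue. Footpad has the tallest bars, with 1250 higher and 772 lower, and esophagus has the fewest in all, with 151 and 163.

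In oral mucosa cells, genes of the mucosal lining were far lower after transplantation. Krt4 (probe set 10907501), a keratin of non-keratinized mucosa, fell from 11.96 ± 0.08 to 5.33 ± 0.18 (SD, n = 2), a change of −6.63 ± 0.18 with a limma adjusted p of 6.02e-11. Sprr3, a precursor of the cornified envelope, fell by 4.36 ± 0.15, Serpinb7 and Serpinb11, which belong to a family of protease inhibitors, by 4.73 ± 0.17 and 4.10 ± 0.23, and Arhgdib by 3.97 ± 0.12. The largest rise was that of Vim (probe set 10796445), the intermediate filament of mesenchymal cells, from 6.48 ± 0.31 to 11.58 ± 0.09 (change 5.10 ± 0.15, adjusted p 7.62e-11). Emp3 rose by 3.53 ± 0.10, RT1-Bb, a class II histocompatibility gene, by 3.43 ± 0.22, Ocm, a calcium-binding protein, by 3.30 ± 0.09, and Mgst1, a glutathione transferase, by 3.16 ± 0.14. Of 30 measured cell cycle genes 27 rose and none fell (adjusted p 5.61e-30), among them Cdc6 by 2.34, Mcm6 by 2.08 and Mcm7 by 1.87. Of 12 mucosal genes 6 fell (adjusted p 1.32e-05), with Krt13 at −3.69 and Mal at −3.26, and of 16 simple epithelium genes 10 fell (adjusted p 1.14e-13), with Elf3 at −3.20, Elf5 at −2.70, Krt18 at −2.67 and Tspan8 at −2.60. Of 20 epidermal differentiation genes 7 fell (adjusted p 0.00332), led by Tgm3 at −2.75, Dmkn at −2.47, Cnfn at −2.21 and Klk8 at −1.85. Of 5 hair follicle transcription factors 3 rose, namely Lhx2, Gata3 and Hr (adjusted p 0.00177). These 5 lists kept their call with an estimated correlation.

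Apart from the study's own lists, the other lists called in oral mucosa lost their call with an estimated correlation. Of 18 retinoid genes 5 fell (adjusted p 0.00427, adjusted p = 0.241 with an estimated correlation), with Dhrs3, a retinal reductase, at −2.15, Rbp2 at −1.45, Rdh12 at −1.27 and Crabp2 at −1.24. Of 18 cholesterol synthesis genes Sc5d (−1.61) and Tm7sf2 (−1.11) fell (adjusted p 5.72e-10, adjusted p = 0.0663 with an estimated correlation). Of 22 immediate early genes Fos fell by 1.49 (adjusted p 0.0119, adjusted p = 0.322 with an estimated correlation), and this call ended without the probe sets of lowest mean (adjusted p 0.0898). The hedgehog and ectodysplasin list lay higher with none of its 10 members past the test (adjusted p 0.00782, adjusted p = 0.0653 with an estimated correlation). Of 20 fibroblast markers Vim, Twist1 (1.37) and Tagln (1.27) rose (adjusted p 0.00254, adjusted p = 0.241 with an estimated correlation). Of 24 genes that the study had listed as lower in non-hairy than in whisker cells, 7 rose and 1 fell (adjusted p 2.29e-06), and of 18 listed as higher, 9 fell (adjusted p 1.06e-12). Both kept their call with an estimated correlation, but the study chose them partly on these arrays and they are not independent evidence of a direction.

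In vagina cells, genes of simple epithelium were lower after transplantation. Prom1 (probe set 10773115), a membrane protein of epithelial progenitors, fell from 10.12 ± 0.09 to 4.54 ± 0.26 (SD, n = 2), a change of −5.59 ± 0.13 with a limma adjusted p of 6.46e-12. Krt13, the partner keratin of Krt4, fell from 10.68 ± 0.31 to 6.32 ± 0.07, Myef2 by 4.64 ± 0.11, Hyal1, a hyaluronidase, by 3.98 ± 0.15, and Cd200, a membrane glycoprotein, by 3.89 ± 0.22. Cers4, a ceramide synthase, rose from 4.85 ± 0.05 to 8.39 ± 0.07 (change 3.54 ± 0.12), Fgf13 by 3.05 ± 0.20, Penk, the enkephalin precursor, by 2.91 ± 0.18, Rassf9 by 2.63 ± 0.17 and the water channel Aqp9 by 2.53 ± 0.17. Of 16 simple epithelium genes 8 fell (adjusted p 1.02e-13), with Krt8 at −3.44, Krt19 at −3.36 and Elf3 at −2.98. Of 18 retinoid genes 3 fell (adjusted p 4.23e-08), namely Crabp2 at −2.65, Dhrs3 at −1.93 and Rdh12 at −1.51. Of 26 interferon response genes Ifit2 (−2.13) and Oasl (−1.13) fell (adjusted p 2.46e-05). Of 5 hair follicle transcription factors Lhx2 and Hr rose (adjusted p 0.00254). Of 20 fibroblast markers 9 fell (adjusted p 1.95e-15), with Sparc at −3.47, Col3a1 at −2.63, Col1a2 at −2.48 and Col1a1 from 9.23 to 6.84. These 5 lists kept their call with an estimated correlation.

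Further lists in vagina lost their call with an estimated correlation. Of 12 mucosal genes 4 fell (adjusted p 0.0019, adjusted p = 0.0776 with an estimated correlation), namely Krt13, Mal at −2.17, Sprr3 at −1.51 and Krt4 at −1.47. Of 22 homeobox cluster genes 4 rose and 1 fell (adjusted p 0.0019, adjusted p = 0.268 with an estimated correlation), and Hoxd13 (1.83), Hoxa11 (1.60), Hoxa5 (1.59) and Hoxa7 (1.23) were the ones that rose. Krt15, a keratin of basal cells, fell by 3.57 as the single member of the 15 basal layer genes past the test (adjusted p 0.00647, adjusted p = 0.0753 with an estimated correlation). Car9 (−1.49) and Aldoc (−1.22) fell among 28 hypoxia and glycolysis genes (adjusted p 0.00254, adjusted p = 0.289 with an estimated correlation). Gstm1 (−3.21), Gsta4 (−1.36), Gstm2 (−1.09) and Hmox1 (−1.05) fell among 26 glutathione and oxidant response genes (adjusted p 0.0275, adjusted p = 0.289 with an estimated correlation). The cell cycle list lay higher (adjusted p 1.15e-10, adjusted p = 0.263 with an estimated correlation) and the cholesterol list lower (adjusted p 0.0019, adjusted p = 0.32 with an estimated correlation), with no member past the test in either. Of the study's own lists 5 of 24 genes rose (adjusted p 1.3e-07) and 7 of 18 fell (adjusted p 9.89e-14), which is again not independent evidence. Without the probe sets of lowest mean, the calls of the basal layer (adjusted p 0.0548) and oxidant response lists (adjusted p 0.0667) ended.

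In esophagus cells, Krt4 fell from 10.83 ± 0.03 to 6.90 ± 0.39 (SD, n = 2), a change of −3.93 ± 0.18 with a limma adjusted p of 2.26e-08, and Krt15 (probe set 10747252) from 9.94 ± 0.10 to 6.60 ± 0.01. Sim2, a transcription factor, fell by 2.88 ± 0.13, Jmjd8 by 2.90 ± 0.16 and Arhgdib by 2.51 ± 0.12. Gnai1, a subunit of an inhibitory G protein, rose from 3.84 ± 0.59 to 7.55 ± 0.02 (change 3.72 ± 0.20) and Heph, a copper-dependent iron oxidase, from 5.55 ± 0.40 to 8.97 ± 0.06 (change 3.42 ± 0.14). The chemokine Cxcl2 rose by 2.02 ± 0.22 and Penk by 1.96 ± 0.18. Of 15 lists called in esophagus none kept its call with an estimated correlation. Of 16 simple epithelium genes Elf3 (−1.84), Ehf (−1.61) and Elf5 (−1.31) fell (adjusted p 8.61e-07, adjusted p = 0.0818 with an estimated correlation). Of 12 mucosal genes Krt4, Krt13 (−2.05) and Sprr3 (−1.01) fell (adjusted p 0.00183, adjusted p = 0.159 with an estimated correlation). Of 30 cell cycle genes Cdc6 (1.44) and Ccne2 (1.40) rose (adjusted p 2.96e-13, adjusted p = 0.183 with an estimated correlation). Of 22 immediate early genes Fos (−1.51), Dusp1 (−1.17) and Egr2 (−1.01) fell and Ier3 (1.08) rose (adjusted p 2.91e-05, adjusted p = 0.159 with an estimated correlation). Gstm1 (−2.29), Gsta4 (−1.49) and Gstm2 (−1.45) fell among the oxidant response genes (adjusted p 0.0245, adjusted p = 0.272 with an estimated correlation), and Aldoc (−1.61) and Car9 (−1.18) among the hypoxia genes (adjusted p 0.0329, adjusted p = 0.49 with an estimated correlation).

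Several lists lay lower in esophagus with a single member past the test. That member was Cnfn (−1.12) for epidermal differentiation (adjusted p 0.0185, adjusted p = 0.159 with an estimated correlation), Krt15 for the basal layer (adjusted p 0.0342, adjusted p = 0.183 with an estimated correlation) and Bmp3 (−1.04) for airway epithelium (adjusted p 0.0342, adjusted p = 0.254 with an estimated correlation). It was Sfrp1 (−1.71), a Wnt antagonist, among 47 Wnt genes (adjusted p 0.0342, adjusted p = 0.183 with an estimated correlation), and Rdh12 (−1.61) for retinoids (adjusted p 0.00183, adjusted p = 0.19 with an estimated correlation). Of the 18 genes that the study had listed as higher in non-hairy cells 1 fell (adjusted p 8.95e-05, adjusted p = 0.196 with an estimated correlation), not independent evidence, and its other list was not called (adjusted p 0.934). No member passed the test in the sebaceous (adjusted p 0.0145, adjusted p = 0.183 with an estimated correlation), Notch (adjusted p 0.00183, adjusted p = 0.0818 with an estimated correlation) and cholesterol lists (adjusted p 3.15e-05, adjusted p = 0.2 with an estimated correlation). The largest values there were Mgst1 at −0.99 and Nrarp, a Notch target, at −0.88. Without the probe sets of lowest mean, the calls of the basal layer (adjusted p 0.0923), airway (0.175), hypoxia (0.0833) and oxidant response lists (0.0647) ended.

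Footpad is the group whose recovered arrays stood apart. Il1r2 (probe set 10922816), a decoy receptor for interleukin 1, rose from 4.89 ± 0.23 to 10.32 ± 0.28 (SD, n = 2), a change of 5.43 ± 0.20 with a limma adjusted p of 1.99e-10. Oas1k, an interferon-induced gene family member, rose by 5.37 ± 0.23, Nupr1, a regulator of transcription under stress, by 5.07 ± 0.14, the protease Mcpt4 from 2.24 to 7.43 and the cytokine Il10 from 3.63 to 8.80. Mcpt4 and Il10 started below 4.77, the level under which 40% of probe sets lie, so the sizes of their rises are uncertain. Serpinb9, an inhibitor of granzyme B, fell from 10.52 ± 0.04 to 4.57 ± 0.10 (change −5.95 ± 0.10, adjusted p 1.96e-13), and Ptgs1, a cyclooxygenase of prostaglandin synthesis, from 9.93 ± 0.08 to 4.87 ± 0.28. The chemokine receptor Cxcr2 fell by 5.05 ± 0.20, the lactate transporter Slc16a3 by 4.82 ± 0.17 and Fam83a by 4.57 ± 0.12. Of 22 prostaglandin genes Ptgs1, Ptgs2 (−2.08) and Pla2g4a (−1.21) were among 4 that fell, and the receptor gene Ptger4 (2.07) rose (adjusted p 0.00456). Of 22 immediate early genes 10 rose and 2 fell (adjusted p 1.25e-09), with Nr4a1 at 3.61, Atf3 at 3.50, Egr2 at 2.15 and Ier2 at 1.87. Of 20 fibroblast markers 10 fell (adjusted p 1.69e-11), with Dcn from 7.16 to 3.74, Col3a1 at −2.34, Col1a2 at −2.13 and Col1a1 at −1.88. These 3 lists kept their call with an estimated correlation. So did the study's own lists, with 18 of 24 genes higher (adjusted p 1.49e-16; Itgb8 4.19, Apoe 3.52, Lgr4 3.43, Gstm5 3.10) and 14 of 18 lower (adjusted p 5.12e-18; Arrb1 −4.11, Dhrs9 −2.68), which are not independent evidence.

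Other lists called in footpad lost their call with an estimated correlation. Of 30 cell cycle genes 7 fell and 1 rose (adjusted p 0.00456, adjusted p = 0.777 with an estimated correlation), with Ccne1 at −3.16, Tyms at −2.13, Cdc6 at −2.12 and Mcm5 at −1.60. Of 20 senescence genes 10 fell and 3 rose (adjusted p 0.0121, adjusted p = 0.405 with an estimated correlation), with the matrix protease Mmp10 at −3.19, the chemokines Cxcl2 at −2.75 and Cxcl1 at −2.30, and the cell cycle inhibitor Cdkn2b at −2.09. Of 26 interferon response genes 7 rose (adjusted p 0.0147, adjusted p = 0.186 with an estimated correlation), with Bst2 at 2.79, Ifi27 at 2.57, Irf9 at 1.54 and Oas1a at 1.18. Of 26 oxidant response genes 7 rose and 3 fell (adjusted p 0.00909, adjusted p = 0.283 with an estimated correlation), with Gstm5 at 3.10, Aldh3a1 at 2.91, Nqo1 at 2.88 and Gstm1 at −2.75. Of 16 simple epithelium genes 6 rose and 1 fell, with 8 above 0 and 8 below. Elf3 (3.12), Epcam (3.00), Ehf (2.83) and Cldn4 (2.18) were among those that rose. The list missed the threshold (adjusted p 0.0632, adjusted p = 0.419 with an estimated correlation) and passed it with centered arrays (adjusted p 0.0485). So did the hair follicle transcription factors (adjusted p 0.0693, adjusted p = 0.186 with an estimated correlation, and 0.0485 with centered arrays), of which Gata3 and Lhx2 rose. In epidermal differentiation Cnfn (2.60), Krt1 (2.17) and Sbsn (1.88) rose and Tgm3 (−1.30) fell (adjusted p 0.0678). Without the probe sets of lowest mean, the calls of the senescence (adjusted p 0.167) and interferon lists (adjusted p 0.0583) ended, and with centered arrays 6 lists lay higher and 5 lower in place of 4 and 5.

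In trachea cells, Lgals7, a galectin of stratified epithelium, rose from 5.27 ± 0.90 to 9.77 ± 0.09 (SD, n = 2), a change of 4.51 ± 0.26 with a limma adjusted p of 1.22e-07. The fructose transporter Slc2a5 rose by 3.03 ± 0.13, Ocm from 6.21 ± 0.06 to 8.99 ± 0.05, Ly6d, a surface protein of stratified epithelium, by 2.54 ± 0.13, and Moxd1 by 2.33 ± 0.13. Snurf, a gene of an imprinted locus, fell from 9.02 ± 0.12 to 4.87 ± 0.04 (change −4.15 ± 0.20), Prom1 by 3.40 ± 0.13, Mgp, a matrix protein that inhibits calcification, by 3.39 ± 0.15, Mxra8 by 3.24 ± 0.13 and the junction protein Jam3 by 3.04 ± 0.16. Of 20 fibroblast markers 8 fell (adjusted p 1.04e-15), with Col3a1 at −2.49, Col1a1 at −2.46, Col1a2 at −2.37 and Thy1 at −2.12, and this was the single list that kept its call with an estimated correlation. Of 30 cell cycle genes Cdc6 (−1.22), Mcm2 (−1.20), Mcm5 (−1.11) and Ccne2 (−1.04) were among 5 that fell (adjusted p 4.47e-16, adjusted p = 0.213 with an estimated correlation). Of 26 oxidant response genes 6 rose (adjusted p 6.44e-05, adjusted p = 0.186 with an estimated correlation), with Gstm1 at 1.80, Nqo1 at 1.78, Gsta4 at 1.77 and Gstm5 at 1.09. Of 16 simple epithelium genes Prom1, Cldn7 (−2.25), Krt19 (−1.91) and Krt18 (−1.86) fell (adjusted p 0.00629, adjusted p = 0.213 with an estimated correlation). Of 13 hair follicle stem cell markers Postn (−1.92), Fst (−1.35) and Krt15 (−1.08) fell (adjusted p 0.00299, adjusted p = 0.0712 with an estimated correlation), and this call ended without the probe sets of lowest mean (adjusted p 0.130). Postn is also a fibroblast marker. The mucosal list lay higher with Sprr3 (1.14) past the test (adjusted p 0.0245, adjusted p = 0.213 with an estimated correlation) and the immediate early and heat shock list with Hspb1 (1.20) past it (adjusted p 0.000405, adjusted p = 0.213 with an estimated correlation). Of the study's 18 genes higher in non-hairy cells 2 fell (adjusted p 6.44e-05, adjusted p = 0.213 with an estimated correlation), not independent evidence, and its other list was not called (adjusted p 0.156).

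Some lists were not called in any tissue. The smallest adjusted p over the 5 tissues was 0.121 for hair matrix and shaft genes, 0.241 for regional transcription factors, 0.0947 for the BMP and TGF-beta pathway, 0.0872 for immune cells, 0.133 for melanocytes, 0.475 for endothelium, 0.133 for glia and muscle, and 0.574 for the normalizer genes. With centered arrays the immune list was called in oral mucosa (adjusted p 0.0288) and in vagina (adjusted p 0.0454). Without centering, an estimated correlation gave adjusted p = 0.242 in oral mucosa and adjusted p = 0.268 in vagina. Single members still passed the test. RT1-Bb, RT1-Ba (1.57) and Cd74 (1.33), which serve antigen presentation, rose and Cd68 (−1.96), a lysosomal protein, fell in oral mucosa. Lgr4 (3.43) and Ovol1 (2.10) rose in footpad among hair matrix and shaft genes, and Mitf (1.87) rose there among melanocyte genes.

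Whether the tissues shared a response was asked with the spread between tissues as the error. In limma on the 10 group means 0 probe sets passed, with a smallest adjusted p of 0.302, while 3273 had an unadjusted p under 0.05 (1461 by chance) and 103 of these also a fold over 2 (31 higher, 72 lower). The fit on all 20 arrays, whose error is the spread between duplicates, called 139 (41 higher, 98 lower). Leaving out oral mucosa, 1 passed, Ndufb6, a subunit of respiratory complex I, whose changes were −0.23 in oral mucosa and 1.67, 1.56, 1.66 and 1.57 in vagina, esophagus, footpad and trachea. This gene was looked up after its values were seen. Of the genes discussed by the study, Ptges, a prostaglandin E synthase, had a mean change of −0.94 (unadjusted p 0.00146), Krt8 of −1.41 (0.0128), Krt18 of −1.18 (0.0316), Hr of 1.04 (0.0156), Lhx2 of 0.76 (0.0354), Itgb8 of 1.42 (0.0402), Wnt3a of −0.41 (0.0178) and Dkk3, a Wnt modulator, of −0.47 (0.000994), and none passed after adjustment.

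Lists called for the mean response all lost their call with an estimated correlation. Lower lay simple epithelium (adjusted p 8.73e-05, adjusted p = 0.603 with an estimated correlation), retinoid (0.000191, adjusted p = 0.407 with an estimated correlation), cholesterol (0.0111, adjusted p = 0.835 with an estimated correlation) and fibroblast genes (7.06e-07, adjusted p = 0.684 with an estimated correlation), and the BMP and TGF-beta pathway (0.0484, adjusted p = 0.603 with an estimated correlation), of which 1 gene fell adjusted over the list alone. Higher lay the cell cycle (0.013, adjusted p = 0.918 with an estimated correlation). The study's own lists went the way they had been chosen (7.16e-08 and 3.49e-13, adjusted p = 0.639 and adjusted p = 0.603 with an estimated correlation), which is not independent evidence. Hair follicle transcription factors had a median of 0.53 and missed the threshold (adjusted p 0.053, adjusted p = 0.684 with an estimated correlation). They passed it with centered arrays (0.0285) and on all 20 arrays (0.00383), where the mucosal list was called too (0.000319). The call of the BMP and TGF-beta pathway ended with centered arrays (0.104), on all 20 arrays (0.100), without the footpad arrays (0.101) and without the probe sets of lowest mean (0.206), and that of cholesterol in the last setting (0.0581). With centered arrays 3 lists lay higher and 5 lower in place of 2 and 6.

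No probe set changed in the same direction in all 5 tissues at a fold over 2 by limma's adjusted p, nor at an unadjusted p under 0.05 with that fold (0 each), while 9 rose and 10 fell in 4 tissues. At an unadjusted p under 0.05 with no fold limit 189 went the same way in all 5. At an adjusted p under 0.05 with no fold limit 17 rose and 54 fell in all 5 (0.174 and 0.298 from independent lists), and at a fold over 1.5 there were 5. These were looked up after their values were seen. Ddit3, a stress-induced transcription factor, rose by 0.62, 1.17, 0.96, 2.38 and 0.82 in oral mucosa, vagina, esophagus, footpad and trachea, and Sdr16c5, a retinol dehydrogenase, by 0.80, 1.73, 0.86, 1.21 and 0.91. Parvb, an adaptor at integrin adhesions, changed by −2.28, −2.54, −0.94, −1.87 and −1.53, and probe sets 10805582 (higher) and 10932973 (lower) are unnamed here. Without replicate 2 of esophagus before or after, Parvb alone passed the 2-fold limit in all 5. Without the footpad arrays 4 probe sets passed in the other 4 tissues, namely Krt15, Mgat4a and the unnamed 10835449, which fell, and Nppb, a natriuretic peptide gene, which rose by 1.71, 1.58, 1.96 and 1.10. In footpad Nppb fell by 2.84.

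The changes of some tissues resembled each other across probe sets, which are not independent replicates. The correlation was 0.43 between vagina and esophagus, where 128 probe sets changed in the same and 7 in opposite directions, 0.40 between oral mucosa and vagina (182 and 25) and 0.32 between vagina and trachea (110 and 16). Oral mucosa and footpad had a correlation of −0.24 with 94 probe sets in the same and 268 in opposite directions, against 35.3 and 38.4 from independent lists. Krt15 was among those that fell in oral mucosa and rose in footpad.

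The study had discussed transcription factors of the hair follicle, and these rose in some tissues. Lhx2, which marks hair follicle stem cells, rose in vagina from 5.22 ± 0.13 to 6.88 ± 0.09 (SD, n = 2; change 1.66 ± 0.22, limma adjusted p 0.00012), in footpad from 6.12 ± 0.12 to 7.35 ± 0.07 (1.23 ± 0.22) and in oral mucosa from 5.69 ± 0.63 to 6.79 ± 0.06 (1.09 ± 0.22, adjusted p 0.00257), while esophagus and trachea gave −0.16 and −0.04. Gata3, a factor of the inner root sheath, rose by 1.48 ± 0.13 in oral mucosa and 1.67 ± 0.13 in footpad and fell by 1.37 ± 0.13 in esophagus, with 0.82 in vagina and 0.07 in trachea not past the fold limit. Hr, a corepressor needed for hair regrowth, rose by 2.01 ± 0.16 in oral mucosa and 1.98 ± 0.16 in vagina, with 0.75, 0.06 and 0.38 in esophagus, footpad and trachea. The response differed between tissues for each of these genes (F test, adjusted p 0.000742, 6.8e-08 and 1.26e-05). In oral mucosa the call of Lhx2 rested on replicate 1 before transplantation, without which the change was 0.65, and it also ended with centered arrays (0.96) and with only the 4 arrays of the tissue (adjusted p 0.078). In the same tissues cell cycle genes rose in oral mucosa (27 of 30), and fibroblast markers fell in vagina (9 of 20) and footpad (10 of 20). Foxn1, Lef1, Krt31, Ivl, Dkk1, Dkk3, Wnt3, Rassf4 and Nkx2-1 passed the test in no tissue, nor did Krt14, at 13.05 to 13.33 in all groups, and Tp63, at 9.03 to 10.05. Wnt3a (−0.96 in footpad) and Foxa1 (−0.86 in esophagus) stayed under the fold limit, and Wnt3a passed it after a second quantile normalization (−1.05) and without replicate 2 of footpad after (−1.05).

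Genes that the study had compared with whisker cells also changed. Itgb8, an integrin subunit, rose in footpad from 4.48 ± 0.00 to 8.67 ± 0.02 (SD, n = 2; 4.19 ± 0.15) and by 1.24 ± 0.15 in oral mucosa, where the change was 0.998 without replicate 2 before. In vagina it was 0.99 and passed the fold limit (1.01) without replicate 1 before or replicate 2 after. Chst11, a chondroitin sulfotransferase, rose by 1.23 ± 0.20 in oral mucosa and 1.00 ± 0.20 in footpad. The first call ended without replicate 1 before (0.85) and with only the 4 arrays (adjusted p 0.0522), the second without replicate 1 before (0.90) or replicate 2 after (0.95). Lrat, which makes retinyl esters, rose by 1.84 ± 0.21 in footpad, with 0.64 in oral mucosa, or 1.01 without replicate 1 after. Ptges fell by 1.26 ± 0.10 in oral mucosa, 1.55 ± 0.10 in vagina and 1.01 ± 0.10 in footpad, the last of which ended with centered arrays (−0.99) and without replicate 2 after (−0.97). Ptgs1 fell by 5.06 in footpad, 1.30 in oral mucosa and 1.01 in vagina, where it was −0.98 without replicate 2 after, −0.99 without replicate 1 before and −0.99 after a second quantile normalization. Wnt5a fell by 3.80 ± 0.11 in footpad, with −0.93 in trachea, or −1.04 without replicate 2 after. Wnt10a rose by 1.25 in footpad and 1.05 in vagina, the latter at 0.98 with centered arrays and 0.94 without replicate 2 after. Krt15 fell in 4 tissues and rose in footpad from 7.38 ± 0.13 to 10.78 ± 0.24. Its calls in oral mucosa (−1.12) and trachea (−1.08) ended without replicate 1 after (−0.96) and replicate 1 before (−0.999).

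Keratins of the original tissues were compared as well. Krt4 fell from 11.96 to 5.33 in oral mucosa, from 6.23 to 4.76 in vagina and from 10.83 to 6.90 in esophagus. In trachea it was 8.31 ± 0.16 before and 9.08 ± 0.11 after (SD, n = 2). The study reported by immunostaining that the protein of Krt4 was detected again in cultured oral mucosa, vagina and esophagus cells recovered from grafts. The arrays measure RNA and not protein. Krt8, a keratin of simple epithelium, fell by 3.44 ± 0.24 in vagina and 1.46 ± 0.24 in oral mucosa. In trachea it was 11.61 before and 10.61 after, a change of −0.99 that passed the fold limit with centered arrays (−1.02) and a second quantile normalization (−1.07). Krt18, its partner, fell in oral mucosa (−2.67), vagina (−1.44) and trachea (−1.86). Nkx2-1, a factor of airway identity, was highest in trachea at both stages, at 6.71 ± 0.09 before and 6.67 ± 0.15 after. The next highest levels were close, at 6.29 ± 0.08 in footpad before and 6.45 ± 0.04 in oral mucosa after. No test of trachea against the other tissues at a stage is given for this gene.

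**Figure D3:**
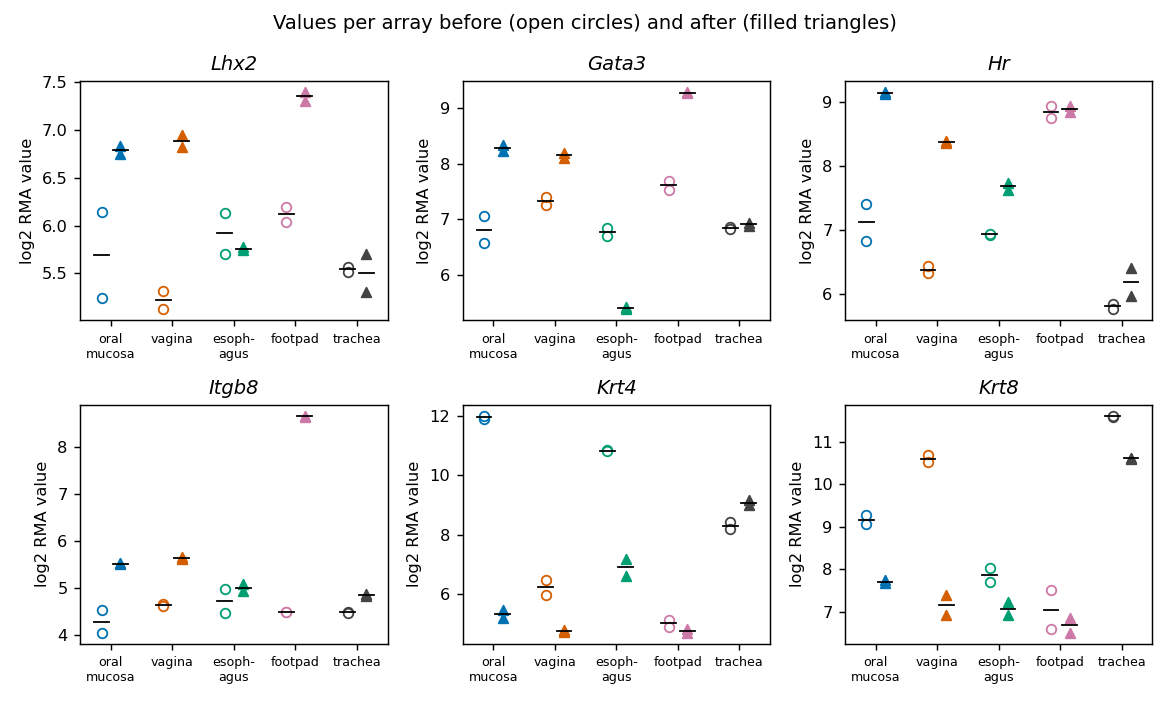
Log2 RMA value of Lhx2, Gata3, Hr, Itgb8, Krt4 and Krt8 on each array, by tissue and stage, with a line at the mean of the 2 arrays of a group. Lhx2 lies at 6.79, 6.88 and 7.35 after transplantation in oral mucosa, vagina and footpad and at 5.51 in trachea, and Krt4 falls from 11.96 to 5.33 in oral mucosa.

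Tracheal cells formed no hair follicles according to the study. Their response was therefore set against that of the other 4 tissues. An F test of all differences in response between tissues called 10816 probe sets (37.0%), and 6586 without the footpad arrays. This test had no fold limit. Without that limit, the F tests among tissues called 35.7% before and 40.2% after transplantation. At a fold over 2, the response of trachea differed in 711 probe sets, 239 higher and 472 lower. Higher than in the other tissues were Krt4 by 3.84 ± 0.20 (SE, limma adjusted p 5.84e-08), Lgals7 by 3.59 ± 0.29, the glutathione transferases Gstm1 by 3.37 ± 0.13 and Gsta4 by 2.77 ± 0.19, Armcx6 by 3.26 ± 0.22, Slc2a5 by 3.00 ± 0.15, Sprr3 by 2.99 ± 0.16, Krt13 by 2.87 ± 0.19, Ly6d by 2.85 ± 0.15 and Arhgdib by 2.74 ± 0.14. Lower were Snurf at −3.23 ± 0.22, Jam3 at −2.98 ± 0.17, Mgp at −2.70 ± 0.17, Plscr2 at −2.54 ± 0.18, Tbc1d9 and Prtfdc1 at −2.50, Gnai1 at −2.36 ± 0.23, Tspan1 at −2.34 ± 0.13, the collagen-modifying Plod2 at −2.29 ± 0.19 and Il1r2 at −2.27 ± 0.22. Lhx2 (−0.99, adjusted p 0.0199), Hr (−0.81, 0.00918), Gata3 (−0.58, 0.0174), Wnt10a (−0.87), Ptges (0.62) and Ptgs1 (0.97) stayed under the fold limit, while Chst11 (−1.59 ± 0.22, 0.000341) and Itgb8 (−1.30 ± 0.17, 0.000175) passed it. Lhx2 passed, at values down to −1.19, without replicate 1 of vagina before, footpad before, footpad after or trachea after, or without replicate 2 of oral mucosa before or after, esophagus before or vagina after. Without replicate 1 of trachea after, Hr (−1.03) and Ptgs1 (1.09) passed too, and Ptgs1 without replicate 1 of footpad after (1.02) and after a second quantile normalization (1.02). Without the footpad arrays Itgb8 was −0.46 (adjusted p 0.138) and lost its call, and Hr (−1.20, adjusted p 0.00122) and Krt15 (1.60) passed. With the spread between the other 4 tissues as the error, limma called 0 probe sets for trachea, with 237 at an unadjusted p under 0.05 and a fold over 2.

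Gene groups differed between trachea and the other tissues too. Of 30 cell cycle genes 18 were lower in trachea (adjusted p 3.34e-34), and 29 lay below 0. Of 12 mucosal genes Krt4, Sprr3, Krt13 and Mal (1.53) were higher (adjusted p 3.03e-07). The hair follicle transcription factors all lay lower with none past the fold limit (adjusted p 0.00708), as they did in esophagus with 2 of 5 past it (0.00176). Fst (−1.63) and Postn (−1.54) were lower among hair follicle stem cell markers (0.00708), and Hpgd (1.66), which degrades prostaglandins, was higher among prostaglandin genes (0.0108). These 5 lists of trachea kept their call with an estimated correlation, but all except the mucosal list, which had 0.0247, at adjusted p = 0.0496. The transcription factor, stem cell and prostaglandin lists lost it without the footpad arrays (0.0586, 0.0882 and 0.412). Without the probe sets of lowest mean the stem cell (0.104) and prostaglandin lists (0.223) lost it as well. Of 20 fibroblast markers 7 were lower, led by Vim at −2.17 (6.34e-06, adjusted p = 0.0725 with an estimated correlation), and of 26 oxidant response genes 3 were higher and 1 lower (5.82e-05, adjusted p = 0.0725 with an estimated correlation). Rdh12, Dhrs3 (1.44 each), Rbp2 (1.30) and Crabp2 (1.11) were higher among retinoid genes (0.0371, adjusted p = 0.398 with an estimated correlation), and Tm7sf2 (1.19) among cholesterol genes (2.33e-05, adjusted p = 0.244 with an estimated correlation). Aldoc (1.18), Car12 (1.15) and Adm (1.01) were higher among hypoxia genes (0.00883, adjusted p = 0.398 with an estimated correlation) and Fos (1.07) among immediate early genes (0.00296, adjusted p = 0.253 with an estimated correlation). Of the study's own lists 7 genes were lower (4.66e-10; Palmd −1.57, Pak3 −1.23) and 6 higher (1.93e-11; Cxcr2 1.79, Bmp3 1.76, Arrb1 1.15), not independent evidence. Without the footpad arrays simple epithelium (0.00219) and interferon genes (0.0182) were called for trachea. With all tissues both lists leaned higher without a call (0.639 and 0.156, adjusted p = 0.888 and adjusted p = 0.398 with an estimated correlation).

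The same test in the other tissues shows what a tissue other than trachea gave. The response differed from the other 4 in 2405 probe sets in footpad (1583 higher, 822 lower), 1361 in oral mucosa (570 and 791, or 452 and 1088 with centered arrays), 484 in vagina (90 and 394) and 395 in esophagus (218 and 177, and 243 in all without the footpad arrays). In oral mucosa 24 of 30 cell cycle genes (adjusted p 4.05e-27, adjusted p = 0.0804 with an estimated correlation) and 10 of 20 fibroblast markers (8.14e-15, kept with an estimated correlation) were higher, and 8 of 20 epidermal differentiation genes were lower (0.000735, adjusted p = 0.0527 with an estimated correlation). In vagina 6 of 26 interferon genes (8.35e-11), 6 of 16 simple epithelium genes (1.39e-09) and 6 of 20 fibroblast markers (1.7e-11) were lower. In esophagus 2 of 5 hair follicle transcription factors (0.00176) and 5 of 22 immediate early genes were lower (6.15e-11) and 5 of 20 fibroblast markers higher (9e-12). The same transcription factor list lay higher in vagina (0.0285, adjusted p = 0.118 with an estimated correlation), a call that ended without the probe sets of lowest mean (0.0605). In esophagus 5 of 20 senescence genes were higher, and 6 adjusted over the list alone (0.000841, adjusted p = 0.204 with an estimated correlation). In footpad 10 of 16 simple epithelium genes (3.84e-08) and 11 of 22 immediate early genes (8.33e-10) were higher. As in trachea, the cell cycle list lay lower in footpad, with 28 of 30 genes below 0 (7.09e-10, adjusted p = 0.261 with an estimated correlation). Fibroblast markers were lower there as well (4.94e-06, adjusted p = 0.0908 with an estimated correlation), and 4 of 12 mucosal genes were higher (0.0132, adjusted p = 0.18 with an estimated correlation). Lists given without a second p kept their call with an estimated correlation. A difference from the other 4 tissues need not be a change of the tissue itself. In esophagus 0 of 20 fibroblast markers rose and 0 fell after transplantation, with 10 above 0 and 10 below. In oral mucosa 3 rose, while this list fell in vagina, footpad and trachea. With the spread between the other 4 tissues as the error, limma called 74 probe sets in footpad (54 higher, 20 lower), 1 in oral mucosa, the unnamed 10817985 (change 5.94), and 0 in vagina and esophagus, where 204 and 94 had an unadjusted p under 0.05 and a fold over 2.

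How far cells of the 5 tissues differed in culture was asked before and after transplantation. Before, 2645 probe sets (9.05%) differed among tissues, and 1495 without oral mucosa. After, 3485 (11.9%) differed, and 2049 without footpad. Of these, 1737 differed at both stages, against 316 from independent lists. Trachea cells were marked by simple epithelium genes at both stages, with 10 of 16 higher before (adjusted p 3.73e-20) and 8 after (8.02e-20). Prom1 lay 4.33 above the other tissues before and 2.73 after, Krt19 4.26 and 3.27, Tspan8 4.18 and 5.68, Crip1 3.59 and 5.65, and Upk1b, a uroplakin, 3.32 and 2.24. In trachea cells after transplantation 13 of 30 cell cycle genes were lower than in the other tissues (6.08e-30). Oral mucosa cells before transplantation had 6 of 12 mucosal genes higher (4.33e-06) and 6 of 20 fibroblast markers lower (1.25e-10). They also had 22 of 30 cell cycle genes lower (4.47e-32, adjusted p = 0.0501 with an estimated correlation). Krt4 lay 4.36 above the other tissues before and 1.05 below them (−1.05) after, Cldn17, a claudin, 4.10 and 0.98, and Gucy1a2, a subunit of guanylate cyclase, 3.30 and 3.13. Footpad cells before transplantation had 12 of 16 simple epithelium genes lower (1.25e-19) and 6 of 20 fibroblast markers higher (2.18e-07, adjusted p = 0.102 with an estimated correlation). Tfap2b, a transcription factor of ectoderm, lay 2.77 above the other tissues before and 1.98 after, and Cd200r1 3.85 and −1.41. Esophagus cells before had 8 of 20 fibroblast markers lower (1.5e-22), Sim2 at 2.87 and then −0.12, and Sprr3 at 2.74 and then 3.05. Vagina cells lost markers such as Cd200 (4.45 and 0.53) and Hyal1 (3.32 and −0.73), while Aim2, a DNA sensor, stayed at 3.11 and 1.79.

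The share of tissue markers that passed the same test after transplantation ranged from 5.66% to 45.7%. Trachea kept 96 of 210 (45.7%, 1.90 from independent lists), esophagus 31 of 83 (37.3%, 0.449), footpad 26 of 163 (16.0%, 3.78), oral mucosa 49 of 453 (10.8%, 3.52) and vagina 9 of 159 (5.66%, 0.544). Without the footpad arrays oral mucosa kept 20.7%. Markers also passed the test in another tissue after transplantation. Of the oral mucosa markers 140 (30.9%, 10.5 from independent lists) were higher in footpad after, and of the footpad markers 43 (26.4%, 1.27) were higher in oral mucosa after. As a multiple of independent lists, the 140 are 13.3, the 49 kept in oral mucosa 13.9 and the 65 oral mucosa markers higher in trachea after 15.8. Of the vagina markers 50 (31.4%, 1.44) were higher in trachea after, against 9 in vagina itself.

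Over all probe sets, the deviations of a tissue before and after had correlations of 0.33 in trachea, 0.27 in esophagus, 0.21 in vagina, 0.11 in oral mucosa and −0.15 in footpad. Their mean of 0.154 was reached by 11 of 120 matchings (one-sided exact permutation test, p = 0.0917, smallest possible 0.00833), and the best matching, which exchanges oral mucosa and footpad, gave 0.278. Without the footpad arrays the mean was 0.266 (exact p = 0.0417, the smallest possible with 4 tissues), an alternative added after the data were seen. Footpad had the single negative correlation, so leaving it out favors a higher mean. Over 49 regional transcription factor and homeobox genes, also added later, the mean was 0.316 (exact p = 0.0167), with 0.55 in trachea, 0.38 in esophagus, 0.32 in footpad, 0.30 in oral mucosa and 0.03 in vagina. The best matching, which exchanges vagina and footpad, gave 0.319. Genes among the 49 include Pitx1, a factor of the hindlimb, which rose in footpad from 5.99 to 8.61, and Hoxc12, which fell there from 5.72 to 4.08. In vagina Pax8 (7.52 to 4.73) and the estrogen receptor gene Esr1 (6.71 to 4.94) fell, and in oral mucosa Pax9, a factor of the oral region, fell from 8.49 to 7.05.

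**Figure D4:**
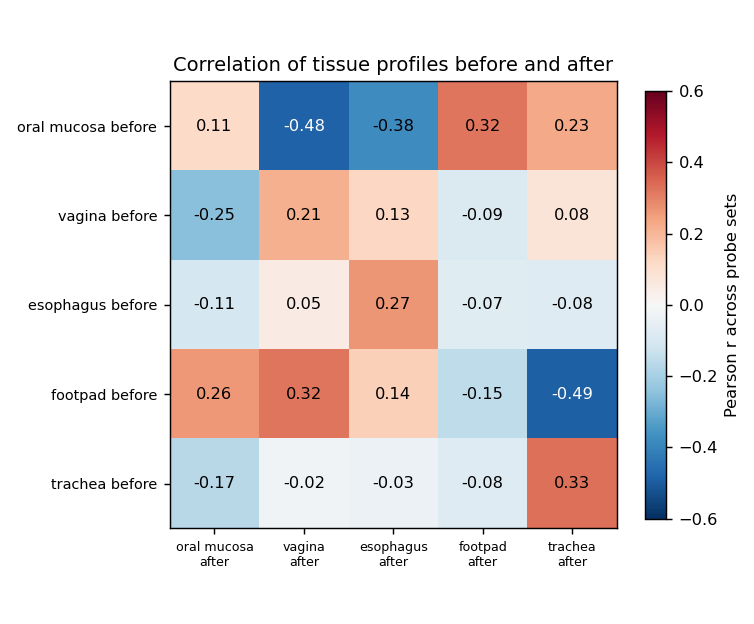
Pearson correlation across 29215 probe sets of the deviation of each tissue from the mean of the 5 tissues, before (rows) against after transplantation (columns), as a heat map with the value in each cell. On the diagonal trachea has 0.33, esophagus 0.27 and footpad −0.15, and footpad before against trachea after has −0.49.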

Values the study reported

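The study reported 43 genes that set the cultured cells of all other tissues, thymus included, apart from whisker follicle cells before transplantation, at a fold over 2 and a p under 0.05. Of the genes compared in this way, 4 (Chst11, Itgb8, Lrat and Rassf4) were reported as still shared by these tissues in cells isolated from the grafts. The study gave 27,342 gene-level probe sets for the Rat Gene ST array.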

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

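Responses to transplantation that differ between tissues, each by a test of the difference itself, are collected here. The tests of differences between tissues were planned, and the named genes were taken from their results. An F test over the 5 tissues found 10816 probe sets with a different response, at an adjusted p under 0.05 with no fold limit. The response of each tissue was also set against the mean of the other 4. With a fold over 2 the counts were 1361 in oral mucosa, 484 in vagina, 395 in esophagus, 2405 in footpad and 711 in trachea. With no fold limit they were 7014, 2761, 2955, 9578 and 2794. These tests take the spread between duplicate cultures as the error. With the spread between the other 4 tissues limma called 1, 0, 0, 74 and 0, so none of the genes named for trachea passed there (237 probe sets at an unadjusted p under 0.05 and a fold over 2). The highest count belongs to footpad, not to trachea, the tissue that the study reported without follicles, so a difference from the other tissues is not particular to trachea.

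Named genes with the strongest difference for trachea were higher there by 3.84 for Krt4, 3.59 for Lgals7, 3.37 for Gstm1, 3.26 for Armcx6, 3.00 for Slc2a5, 2.99 for Sprr3, 2.87 for Krt13, 2.85 for Ly6d, 2.77 for Gsta4 and 2.74 for Arhgdib. The opposite difference was −3.23 for Snurf, −2.98 for Jam3, −2.70 for Mgp, −2.54 for Plscr2, −2.50 for Tbc1d9, −2.50 for Prtfdc1, −2.36 for Gnai1, −2.34 for Tspan1, −2.29 for Plod2 and −2.27 for Il1r2. Among genes that the study discussed it was −1.59 for Chst11 and −1.30 for Itgb8. Not all of these are changes of trachea itself. Krt4 changed by 0.77 in trachea, under the fold limit, against −6.63 in oral mucosa and −3.93 in esophagus, Krt13 by 0.96 in trachea and −4.36 in vagina, and Arhgdib by 0.06 in trachea and −3.97 in oral mucosa. Prtfdc1 was −0.82 in trachea and rose by 4.50 in footpad, where Il1r2 rose by 5.43. Itgb8 rose by 4.19 in footpad, and without the footpad arrays its difference was −0.46 (adjusted p 0.138) and no longer passed. Groups of 2 arrays were not tested for outliers.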

How the results depend on the processing

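Settings that leave out footpad arrays, those that leave out oral mucosa arrays in the tests of tissue of origin, and the regional gene set were chosen after the data were seen, and the others before. Arrays carry no detection calls, so levels near 4.77, below which 40% of probe sets lie, such as those of Lef1, Ivl and Lrat, limit what a missing change can mean, and the size of a change that starts or ends below that level, as in Mcpt4 (2.24 before in footpad), is uncertain. With an array left out, the lone array of its group is assumed to vary like those of the other groups.

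At a fold over 1.5, calls were 2753 in oral mucosa, 2297 in vagina, 1421 in esophagus, 4990 in footpad and 1636 in trachea, and 3823, 1456, 1483, 5737 and 1659 against the other 4 tissues. Kept markers were 13.1% in vagina and 10.1% in footpad, tissue of origin gave 6681 before and 8024 after, and the same direction in 5 tissues gave 5, or 71 with no fold limit. A lower limit admits smaller changes by construction. With 1 probe set per gene symbol, which removes probe sets by construction, counts were 194 in esophagus, 1344 in footpad and 232 in trachea, 900, 1592 and 395 for oral mucosa, footpad and trachea against the other 4, and 2259 for tissue of origin after.

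With the spread between the other 4 tissues as the error, limma called 1 probe set for oral mucosa, 0 for vagina, 0 for esophagus, 74 for footpad and 0 for trachea, with 728, 204, 94, 2004 and 237 at an unadjusted p under 0.05 and a fold over 2. The mean response of 0 in limma on group means (103 at an unadjusted p under 0.05 and a fold over 2) became 139 on all 20 arrays. Replicate numbers as a block, which need the single arrays, left that count at 139. Without oral mucosa the fit on group means gave 1. The block left the tissue counts at 1064, 646, 313, 2019 and 404. Replicate numbers do not pair the arrays: over 45 pairs of groups the differences between replicates correlated from −0.41 to 0.40, with 3 over 0.1.

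Without oral mucosa, tissue of origin before gave 1495. Without footpad, the tissue difference in response with no fold limit gave 6586, and tissue of origin after gave 2049. In the same setting esophagus against the others gave 243 (181 higher, 62 lower). Kept markers of oral mucosa there were 20.7%, and the same direction in the other 4 tissues gave 4. The match of profiles there was 0.266 (exact permutation test, one-sided p = 0.0417, the smallest possible with 4 tissues). With regional genes alone this match was 0.316 (exact permutation test, one-sided p = 0.0167). Leave-one-out gave 0 to 1 for the same direction, the 1 being Parvb without replicate 2 of esophagus before or after. With an estimated correlation the number of lists called was 0 for the mean response, 7 in oral mucosa, 7 in vagina, 0 in esophagus, 5 in footpad and 1 in trachea, and 1, 4, 7, 3 and 7 against the other 4. Centering moved the split of calls in oral mucosa from 41.1% to 29.7% higher, and against the other 4 from 41.9% to 29.4%. Where construction does not show it, the cause was not tested. No gene or list past its threshold turned direction in the alternatives run. With centering, however, the median change of all probe sets turned sign in every tissue but footpad. It went from 0.05 to −0.09 in oral mucosa, 0.06 to −0.01 in vagina, −0.005 to 0.002 in esophagus and 0.01 to −0.01 in trachea. For single genes and lists, 5420 results kept their side of the threshold, 58 passed it and 128 fell short of it.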

Other observations

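Some single members of the gene lists changed by different amounts, or in opposite directions, between tissues. These genes do not stand for a change of their whole list. Fst, an inhibitor of activin, rose by 2.10 in vagina and 1.20 in esophagus and fell in footpad (−2.39) and trachea (−1.35). Among sebaceous genes Mgst1 rose by 3.16 in oral mucosa and 1.81 in footpad, and Prdm1, a transcriptional repressor, changed by −1.23 in oral mucosa and 1.41 in footpad. Krt7, a keratin of simple epithelium, fell in vagina from 10.42 to 7.65 and was 10.62 before and 10.37 after in trachea.

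The splits of the 10 group means were planned, and the splits within tissues and the tests of labels, normalization, origin, fibroblasts and feeder cells were chosen after the results were seen. The mean response had 0 probe sets in limma on group means (3273 at an unadjusted p under 0.05), so 100 of 100 splits gave as many by construction, the highest other 67, and this says nothing on chance. At an unadjusted p under 0.05 and a fold over 2 the real split gave 103, and 46 of 100 splits as many, but 87 of these 100 part fewer than 5 tissues and are fits of another form, the highest, 1610, parting footpad alone, which points to a structure of the samples, the separate response of single tissues. All 16 splits that part every tissue are too few for a share under 0.05, and 3 of them gave as many (the real one, 103 with footpad turned, and 159 with footpad and trachea turned, the highest other). A response shared by the tissues stays open.

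Footpad cells after transplantation stood apart from all other groups. An exchange of labels does not account for the distance, since under any tissue's name these arrays lay at least 87.2 from the group before (86.7 with 1 array alone), while the farthest other tissue lay 75.4 from its own, but whether footpad and oral mucosa were exchanged is not settled: all probe sets match better that way (0.278 against 0.154), while over regional genes each correlates better with itself (oral mucosa 0.30, footpad 0.32) than with the other (−0.22 for oral mucosa before with footpad after, −0.09 for the reverse), and Gucy1a2 in oral mucosa (3.30 before, 3.13 after, above the other tissues) and Tfap2b in footpad (2.77 and 1.98) follow the labels. A difference of scale left in the RMA values is argued against, with at least 2061 footpad calls under other scalings and at most 1177 in any other tissue. An effect of the RMA run itself could not be tested, since these scalings start from its values. Cells of another origin under this label cannot be told apart from a real response. Footpad markers were shared with footpad after 6.88 times as often as from independent lists. This multiple was 34.0 in oral mucosa, 41.2 in vagina, 29.5 in esophagus and 2.71 in trachea. The lists after differ in length, with 677 probe sets in footpad and 100 in vagina. As shares, footpad and esophagus each held 16.0% of the markers, oral mucosa 26.4%, vagina 14.1% and trachea 2.45%. Over regional genes the footpad arrays after correlated best with footpad before. The best matching of all tissues there, however, exchanges vagina and footpad (0.319 against 0.316). The bound for this test, the highest multiple of the 5 groups, replaced a first bound of over 2 times independent lists, which the value seen had already passed and which all 5 groups pass, and a stronger response of footpad cells to skin stays open, untested.

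Fibroblast markers fell in vagina, footpad and trachea. Fibroblasts of the rat in the cultures before transplantation are a candidate source: at least 14 of 18 detected members were higher there than in both oral mucosa and esophagus, and Col1a1 stood at 9.23, 8.56 and 9.26 against 6.93 and 6.91. These tissues were taken because the markers fell in them, so a higher level before partly follows from that choice. The comparison also cannot separate fibroblasts from expression by the epithelial cells. Sparc, however, stood at 10.38 in oral mucosa, above vagina (10.04), and 13 to 17 of the 20 measured members lay above the level filter in every culture before. Mouse feeder cells as the sole source are argued against, since the excess of Dcn over that of Col1a1 differed 10.2 times between these tissues, and the study's sort for labeled rat cells would remove such cells. Lower expression by epithelial cells stays open, untested, as does a difference between tissues, and Postn is also in the list of hair follicle stem cell markers.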
